A study of Homo sapiens with 6 samples.

How the data were processed

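RNA from HaCaT cells, an immortalised line of human skin keratinocytes, was measured by RNA sequencing in 6 samples of 3 groups with 2 samples each. The groups were unedited cells (WT) and the cell clones named Clone 1 and Clone 4, in which the labels place a CRISPR-Cas9 knockout of OCT4. CRISPR-Cas9 is a nuclease that a guide RNA directs to a chosen DNA site. Total RNA was made into libraries with a NEBNext Ultra II kit, per the labels' protocols. The authors deposited a table of whole-number read counts per gene, with no normalization. The aligner, the counting program, the genome build, the annotation, the handling of reads that map to several places and the use of strand are not stated in the labels, so genes whose exons overlap another gene, and genes with near-identical copies, are treated as uncertain.

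The counts were used as deposited. The table held 57500 genes, of which 36404 had at least 1 read. Gene identifiers were matched to GENCODE release 29 on GRCh38 for coordinates, and 99.0% of identifiers were found there. Coordinates are 1-based and come from that annotation. Total counts per library ran from 15807671 to 42122444, and the smallest level a library can show, set at 3 counts, ran from 0.0712 to 0.190 CPM, the count scaled by library total. Floors cover counting error only, because sequenced fragments without molecular identifiers are not independent molecules. Genes kept by edgeR's filterByExpr, 17607 in number, were scaled by TMM and tested with edgeR's quasi-likelihood F-test (edgeR 4.0.16 and limma 3.58.1 in R 4.3.3). One model with 3 groups and all 6 samples gave each contrast, so the groups shared one estimate of the spread, with 3 residual degrees of freedom per gene and a prior of 66.3. The common biological coefficient of variation was 2.89%. Adjusted p values are Benjamini-Hochberg values over all tested genes, and a gene counts as differing at an adjusted p under 0.05. Standard errors of log2 fold changes were derived from the F statistic, by dividing the change by the square root of F. Where a change was large and a group held few reads, this understates the error. CPM values use the TMM library sizes and are given as mean ± SD. Where every library of a group held at most 3 counts of a gene, only a lower bound of the fold change, computed against the floor, is given.

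A set of 8 gene lists, written before the files were seen, was tested with camera at an inter-gene correlation of 0.01 in 3 contrasts, with Benjamini-Hochberg adjustment over the 24 tests. The value given for a list is the median log2 fold change of its tested members minus that of all tested genes. Counts of list members that differ are given at adjusted p values over all genes and, separately, over the list alone. Genes are named by a rule fixed beforehand. It takes POU5F1. It takes the 6 highest and 6 lowest genes by the smaller of the clones' absolute log2 fold changes, among genes of at least 5 CPM on average that changed the same way in both clones with all knockout samples beyond both WT samples. It takes the 4 highest and 4 lowest genes of Clone 4 against Clone 1 at the same minimum level, and from each list up to 2 highest and 2 lowest members that changed the same way in both clones. TCF19, VIM, CDH1, HLA-B, POU5F1B and AL645933.2 fall outside that rule and were named after their values were seen. One of the lists with its members, and one gene taken by the rule, are not reported here; they stayed in the fits and in the adjustment.

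The labels number the replicates 1 and 2 in each group, and the pairing of samples across groups comes from these numbers alone. A fit with the replicate number as a block was run beside the fit without it. Other alternatives were DESeq2 1.42.0, RLE size factors, library size alone, no low-count filter, a stricter filter at a mean of 5 CPM, only the groups compared in the model, one knockout group of 4 samples, an adjusted p under 0.01, fry and matched random lists in place of camera, a separate WT sample for each clone, and leaving out each sample in turn. Libraries thinned to the smallest library total, offsets for GC content and for transcript length in 20 bins, the replicate block together with GC offsets, and scaling without the 100 most abundant genes were chosen after seeing the data. The tests were tried on simulated counts of 17118 genes with 200 changed genes: edgeR recovered 90.5% of these with 3.72% false calls, and DESeq2 recovered 88.0% with 1.12% false calls. The simulation drew its noise from the fitted spread and left most genes unchanged. In the data 59.3% of tested genes differed in Clone 4 against WT and 68.3% between the clones. These rates therefore do not give the rate of false calls in the data. No sample was left out of the main model.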

Results

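To ask what loss of OCT4 changes in the transcriptome of keratinocytes, RNA was sequenced from HaCaT cells, an immortalised human keratinocyte line, in WT cells and in Clone 1 and Clone 4. OCT4, encoded by POU5F1, is a transcription factor of pluripotent cells. The 3 groups held 2 libraries each. Total gene counts were 15807671 and 26662032 in WT, 37371008 and 34452603 in the libraries labelled Clone 1, and 42122444 and 40215816 in Clone 4. Both WT libraries were thus shallower than every clone library, and depth and genotype could not be separated except by thinning the counts. The labels gave no sequencing batch. Replicates differed by more than sampling noise in every group and were counted as separate samples. The chi-square per gene was 1.89 in WT, 3.08 in Clone 1 and 3.05 in Clone 4, where sampling alone gives 1. Because it is set against sampling alone, this value cannot tell separate cultures from repeat libraries of the same RNA. The 100 most abundant genes took between 18.6% and 18.9% of the counts.

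On the first principal component of the log2 CPM values, which held 52.5% of the variance, the libraries labelled Clone 1 lay at 78.3 and 74.8 and the other 4 between -43.3 and -34.8. The second component held 39.1% and placed WT at 59.2 and 53.1 and Clone 4 at -58.3 and -58.1. The root mean square log2 distance between lines was 0.970 from WT to Clone 1, 0.862 from WT to Clone 4 and 0.964 between the clones. Replicates of one line were 0.410 (WT), 0.282 (Clone 1) and 0.283 (Clone 4) apart.

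The targeted gene was examined first. POU5F1 (ENSG00000204531) is a protein-coding gene on the minus strand of chromosome 6, from 31164337 to 31180731 in GRCh38. Its counts were 49 and 90 in WT, 160 and 114 in the libraries labelled Clone 1, and 20 and 19 in Clone 4. This corresponded to 3.31 ± 0.192 CPM in WT, 3.65 ± 0.652 CPM in Clone 1 and 0.483 ± 0.00426 CPM in Clone 4 (SD, n = 2 each). In edgeR's quasi-likelihood test POU5F1 was lower in Clone 4 than in WT, with a log2 fold change of -2.78 ± 0.26 (SE, adjusted p = 1.7e-15). It did not differ between Clone 1 and WT, at 0.14 ± 0.18 (adjusted p = 0.53). The clones differed directly, with a log2 fold change of -2.91 ± 0.23 for Clone 4 against Clone 1 (adjusted p = 8.9e-19). Because POU5F1 RNA was not lower in Clone 1, the label of those libraries was not borne out at the RNA level, and "Clone 1" stands throughout for the libraries labelled Clone 1. Edits in the DNA and OCT4 protein were not analysed here. The exons of POU5F1 overlap those of TCF19 on the opposite strand, which was also lower in Clone 4 at a log2 fold change of -0.98. The gene has near-identical copies, of which POU5F1B held 5 to 16 counts per library. The genes of chromosome 6 from its short-arm end to HLA-B, which ends at 31357188, had a median log2 fold change of -0.90 in Clone 4, against -0.22 for the rest of the chromosome. In Clone 1 the median over the whole chromosome was -0.49.

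**Figure D1:**
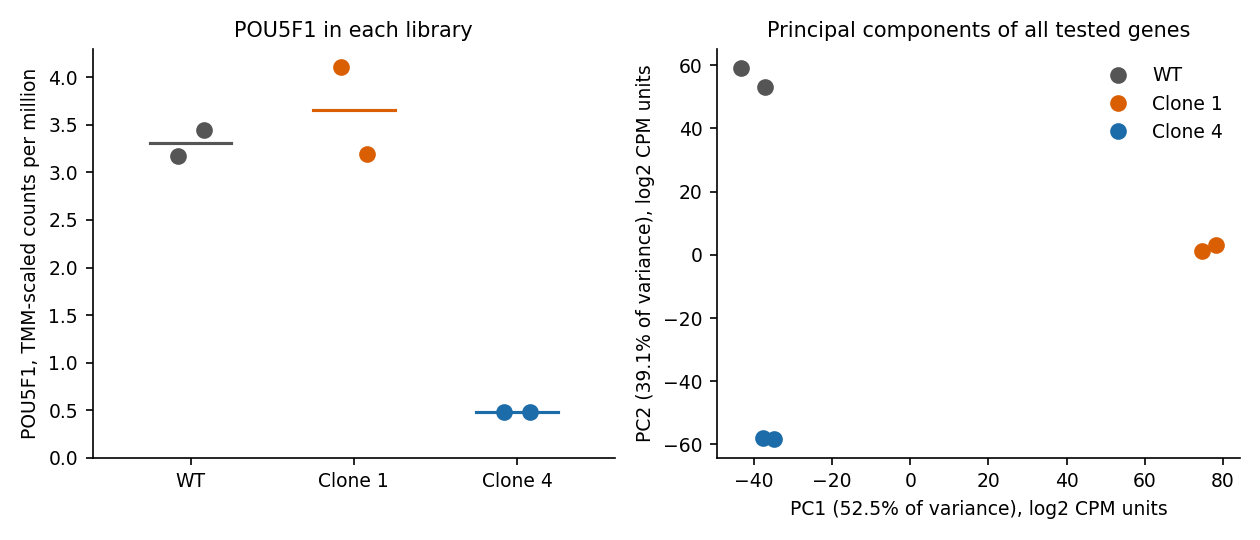
POU5F1 level in CPM for each library with group means, and the position of the 6 libraries on the first and second principal components of log2 CPM (52.5% and 39.1% of the variance). POU5F1 lay near 0.483 CPM in both Clone 4 libraries and above 3 CPM in the other 4, and the 3 lines formed separate pairs of points.

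**Figure D2:**
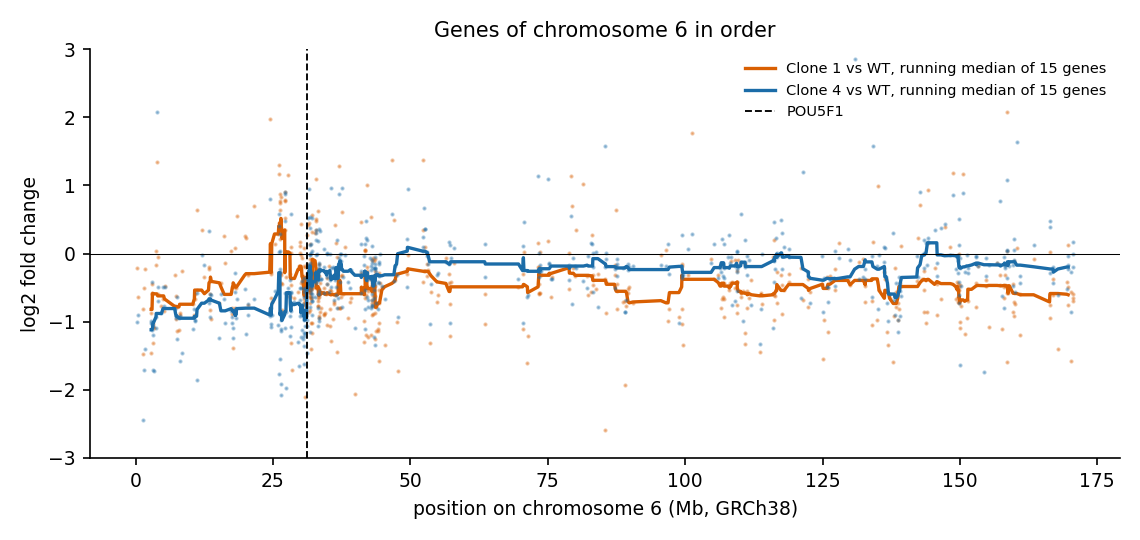
Log2 fold change against WT of genes along chromosome 6 (position on GRCh38) for Clone 1 and Clone 4, with a running median over 15 genes and the position of POU5F1. In Clone 4 the median was -0.90 on the short-arm side of 31394289 and -0.22 on the other side, and in Clone 1 the same sides differed by 0.08.

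In the comparison of the libraries labelled Clone 1 with WT, 11201 of 17607 tested genes differed, 5521 higher and 5680 lower. Of these, 2923 had an absolute log2 fold change of at least 1, 1716 higher and 1207 lower. The stricter filter on low counts moved the total furthest, to 8362 genes out of 10897 tested. In Clone 4 against WT, 10447 genes differed, 5183 higher and 5264 lower, and 2496 of them by at least 1. With both clones averaged against WT, 10283 genes differed, 4908 higher and 5375 lower. When the 4 clone libraries were instead treated as one knockout group, so that the difference between clones counted as spread, 1874 genes differed, 845 higher and 1029 lower. The direct comparison of Clone 4 with Clone 1 gave 12027 genes, 6028 higher and 5999 lower in Clone 4, more than either comparison with WT. The shallower WT libraries carried part of that lead. With every library thinned to the smallest total, 10110 genes differed between the clones, 9978 in Clone 1 against WT and 9061 in Clone 4. The balance of higher and lower genes depended on the scaling. Library size alone gave 5158 higher and 6940 lower between clones and 6509 higher and 4810 lower in Clone 1 against WT. With both clones averaged it gave 5483 higher and 4808 lower. In Clone 4 against WT, library size alone gave 5166 higher and 5220 lower, while GC offsets gave 4759 and 5769.

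Samples with the same replicate number did not deviate together. The correlation of their deviations from the group means was 0.005 for WT and Clone 1, -0.030 for WT and Clone 4, and 0.034 for the clones. With the replicate block, 11203 genes differed in Clone 1 against WT where 11201 did without it, 10477 against 10447 in Clone 4 against WT, 10274 against 10283 for both clones averaged, and 12031 against 12027 between the clones. With the replicate block POU5F1 stood at -2.80 in Clone 4 and 0.11 in Clone 1, where it stood at -2.78 and 0.14 without it. For one knockout group of 4 libraries, 408 genes differed with the replicate block and 1874 without it.

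To find changes that both clones had in common, calls against WT were intersected. Of 7642 genes that differed in both clones, 5456 changed in the same direction (2516 higher, 2940 lower) and 2186 in opposite directions. DESeq2 moved the shared number furthest, to 4282. Among the shared genes, 3501 also differed between the clones. A further 3559 genes passed the threshold in Clone 1 alone and 2805 in Clone 4 alone. Log2 fold changes of the clones correlated across tested genes with a Pearson coefficient of 0.458 and a Spearman coefficient of 0.380. Genes are not independent replicates, and both sets of fold changes share the WT libraries. With a separate WT library for each clone, still from the same WT line, the Pearson coefficient was 0.360 or 0.404.

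**Figure D3:**
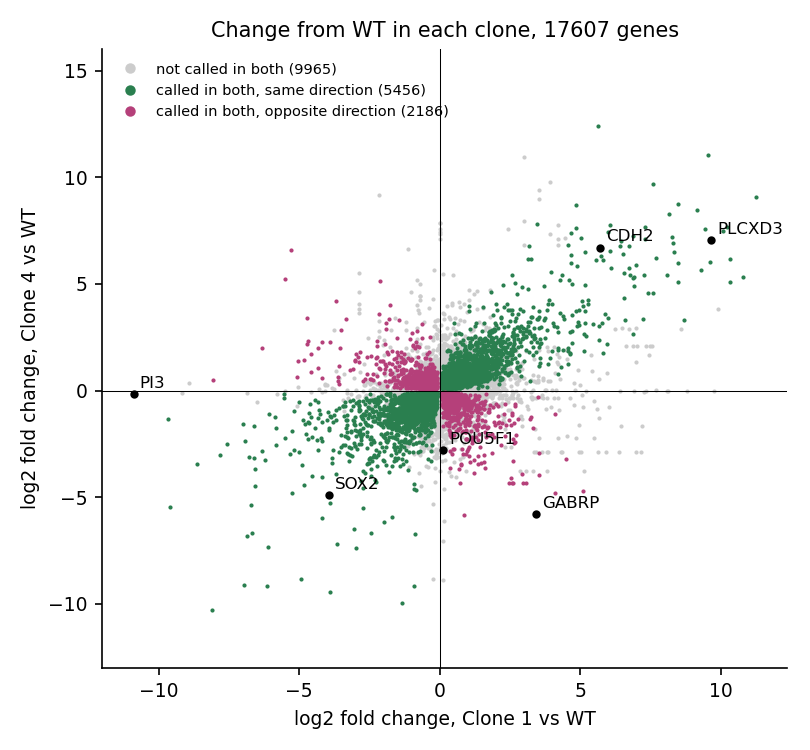
Log2 fold change against WT of each tested gene in Clone 4 (vertical axis) and Clone 1 (horizontal axis), with the named genes marked. The points leaned upward to the right, with a Pearson coefficient of 0.458 across genes, 5456 genes changed in the same direction and 2186 in opposite directions.

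Among shared higher genes, ROBO1 (chromosome 3, 78597240 to 79767815) rose from 6 and 5 counts in WT to between 1485 and 1665 in the clone libraries. Its log2 fold change was 7.30 in Clone 1 (adjusted p = 1.6e-50) and 7.12 in Clone 4 (adjusted p = 5.7e-49, edgeR). With so few WT reads the size of this change is loosely fixed. TGFBR3 (chromosome 1, 91680343 to 91906335), with 0 and 3 counts in WT, was at least 122-fold higher in Clone 1 and at least 57.8-fold higher in Clone 4. PLCXD3 was at least 117-fold and 19.2-fold higher, and COL8A1 at least 112-fold and 9.32-fold higher, in Clone 1 and Clone 4 respectively. The antisense gene AC007743.1 rose by 8.33 and 6.50 and CDK14 by 6.42 and 6.80 on the log2 scale, and the exons of both overlap other annotated genes. Among shared lower genes, SOX2 (chromosome 3, 181711924 to 181714436) fell from 366 and 599 counts in WT to 69 and 44 in Clone 1 and to 25 and 37 in Clone 4. Its log2 fold change was -3.94 in Clone 1 (adjusted p = 1.6e-38) and -4.91 in Clone 4 (adjusted p = 2.4e-41, edgeR). The log2 fold changes of the other shared lower genes, in Clone 1 and then Clone 4, were -3.84 and -3.18 for SEPT5, -4.31 and -2.77 for TBKBP1, -2.60 and -3.43 for ADA, -2.99 and -2.59 for LYNX1, and -5.81 and -2.55 for CERS4. SEPT5, ADA and LYNX1 share exonic sequence with other annotated genes.

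**Figure D4:**
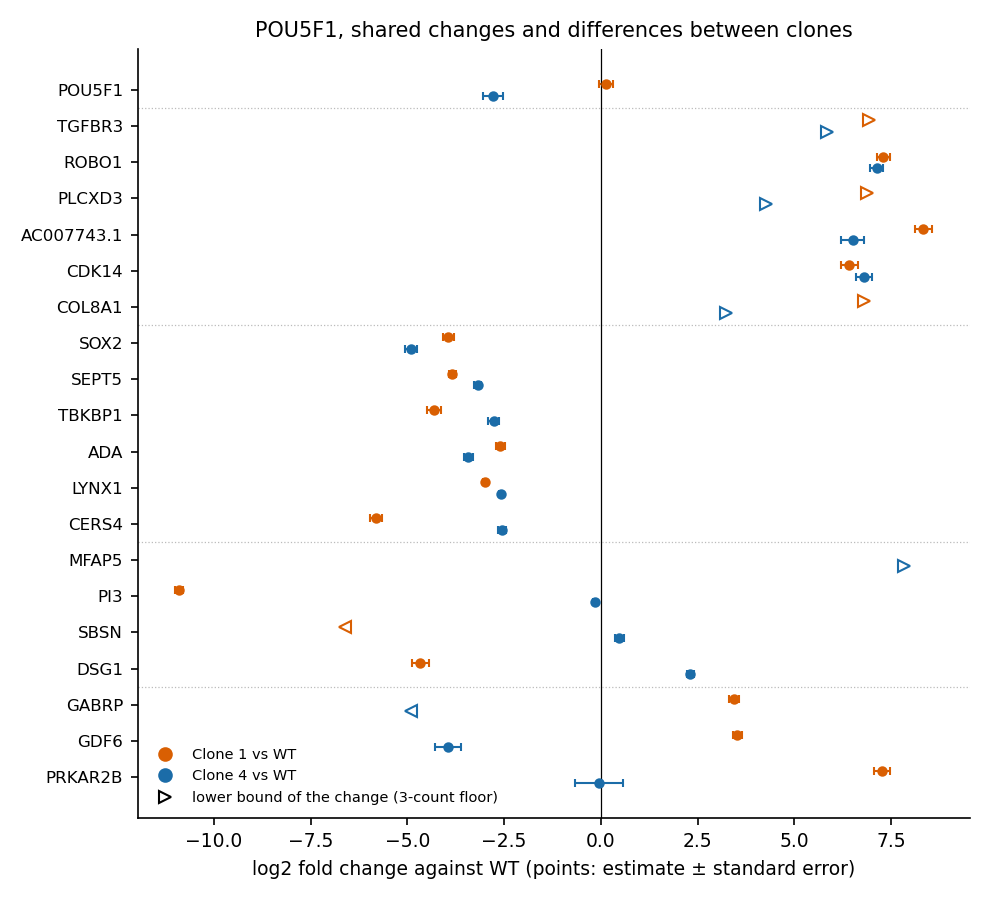
Log2 fold change against WT with its SE for the named genes in Clone 1 and Clone 4, from edgeR on 2 libraries per group. For large changes with few reads in a group the SE bars are too short. SOX2 lay at -3.94 and -4.91 and ROBO1 at 7.30 and 7.12, while PI3 lay at -10.89 in Clone 1 and -0.16 in Clone 4.

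Further genes were chosen for the size of their difference between Clone 4 and the libraries labelled Clone 1. PI3 (chromosome 20, 45174876 to 45176544) had 7209 and 10826 counts in WT, 11 and 6 in Clone 1, and 16607 and 15053 in Clone 4, a log2 fold change between clones of 10.72. MFAP5 had at most 2 counts in WT and Clone 1 and 1786 and 1762 in Clone 4, at least 227-fold higher than in WT. SBSN was at least 98.1-fold lower in Clone 1 than in WT and changed by 0.47 on the log2 scale in Clone 4. DSG1 was lower in Clone 1 (-4.66) and higher in Clone 4 (2.31). GDF6 moved the other way, at 3.53 in Clone 1 and -3.94 in Clone 4. GABRP rose in Clone 1 by 3.44 and was at least 30.2-fold lower in Clone 4. PRKAR2B rose by 7.26 in Clone 1 and did not differ in Clone 4 (-0.05, adjusted p = 0.96 in edgeR).

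The study title names epithelial identity and the cytoskeleton, and the gene lists given here, 7 in number, addressed these. Keratinocyte differentiation genes, 55 of 64 tested, moved down in the libraries labelled Clone 1. Their median stood -0.97 from that of all genes (camera adjusted p = 1.3e-20), with 9 higher and 37 lower, 46 differing when adjusted over the list alone. In Clone 4 the list's median stood at 0.05, with 18 higher and 26 lower and 44 differing over the list alone. Camera, which uses every member's statistic, placed this list downwards in Clone 4 (adjusted p = 0.023), opposite to its median, and the stricter filter turned the median to -0.32. Between the clones the list differed by 1.46 (adjusted p = 1.9e-11). Mesenchymal markers, 37 of 52 tested, moved up by 0.43 in Clone 1 (adjusted p = 0.0011, 22 higher and 10 lower, 33 over the list alone). The same list moved up by 0.84 in Clone 4 (adjusted p = 8.3e-10, 23 higher and 5 lower, 28 over the list alone), and between the clones it stood at 0.29, short of the threshold (adjusted p = 0.067, 20 higher and 16 lower, 36 over the list alone). The difference between clones passed with DESeq2 at nearly the same value (0.29). The mesenchymal marker VIM was not tested, with at most 4 counts in any library. Epithelial junction genes and regulators, 46 tested, moved down by a small amount in Clone 4 (-0.14, adjusted p = 5.2e-04, 10 higher and 24 lower, 35 over the list alone) and did not pass in Clone 1 (-0.15, adjusted p = 0.91, 14 higher and 24 lower, 40 over the list alone). CDH1 within that list was higher in both clones, at 0.36 and 0.42.

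Basal keratinocyte and basement membrane genes were higher in Clone 4 (0.39, adjusted p = 0.0011, 20 higher and 8 lower, 29 over the list alone) and did not pass in the libraries labelled Clone 1 (0.21, adjusted p = 0.067, 20 higher and 11 lower, 31 over the list alone). Actin cytoskeleton genes, 110 of 114 tested, were higher by 0.14 in Clone 4 (adjusted p = 8.9e-04, 61 higher and 29 lower, 91 over the list alone) and by 0.07 in Clone 1 (adjusted p = 0.063, 50 higher and 29 lower, 80 over the list alone). Other keratins, 14 of 16 tested, passed in Clone 4 (0.51, adjusted p = 0.0054, 13 differing over the list alone) and not in Clone 1 (-0.39, adjusted p = 0.53, 14 over the list alone), where camera's direction was upwards, opposite to the median. For the basal, actin and other keratin lists the difference between clones was tested and did not pass (0.07, 0.11 and 0.47, with 28, 92 and 12 differing over the list alone). Pluripotency-associated genes, 15 of 38 tested, did not pass as a list (-0.01 and -0.61, with 12 differing over the list alone in each clone).

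**Figure D5:**
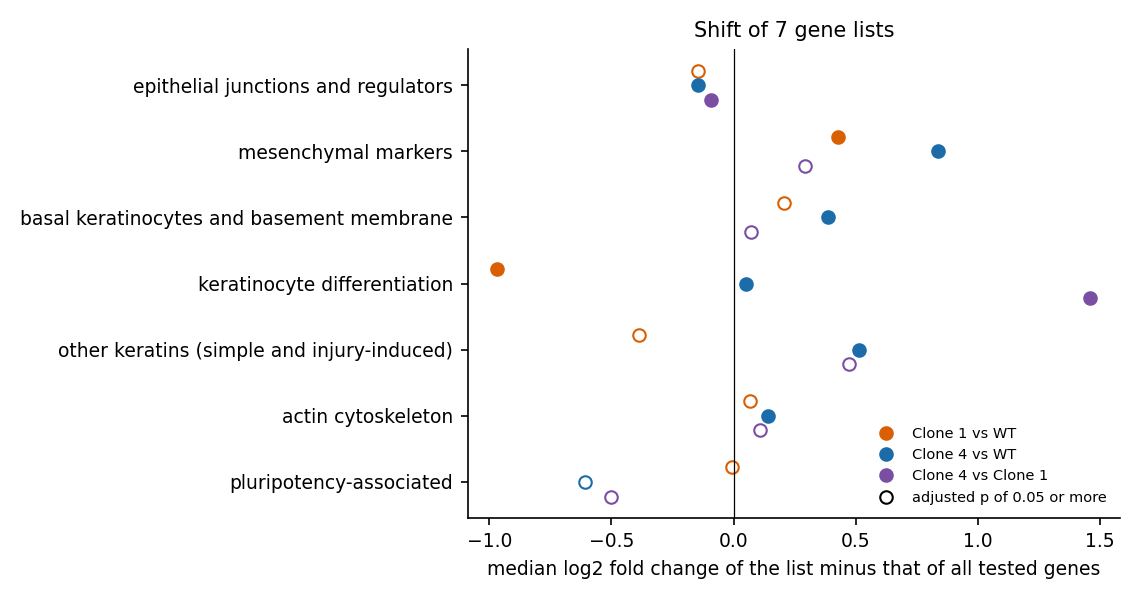
Median log2 fold change of each of 7 gene lists minus that of all tested genes, for Clone 1 against WT, Clone 4 against WT and Clone 4 against Clone 1. Keratinocyte differentiation stood at -0.97 in Clone 1 and 0.05 in Clone 4, and mesenchymal markers stood at 0.43 and 0.84.

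The list tests were repeated with the replicate block, for which the check of same-numbered samples gave correlations of 0.005, -0.030 and 0.034. With the replicate block the differentiation list stood at -0.96 in Clone 1 and 1.46 between clones, where it stood at -0.97 and 1.46 without it, and both passed. In Clone 4 it stood at 0.04 with the replicate block and no longer passed (adjusted p = 0.21, camera), against 0.05 without it. Mesenchymal markers stood at 0.43 in Clone 1 and 0.84 in Clone 4 with and without the replicate block and passed in both fits. The epithelial list in Clone 4 stood at -0.14 in both fits and passed in both. Between clones the epithelial list stood at -0.09 in both fits and passed without the replicate block (adjusted p = 0.0094) but not with it (adjusted p = 0.064). The basal, actin and other keratin lists in Clone 4 stood at 0.39, 0.13 and 0.52 with the replicate block and 0.39, 0.14 and 0.51 without it.

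Within the lists, CDH2 (chromosome 18, 27950966 to 28177446) rose by 5.69 in the libraries labelled Clone 1 and by 6.70 in Clone 4 on the log2 scale (edgeR adjusted p = 2.9e-41 and 3.2e-49). TWIST1, with 0 and 2 counts in WT, was at least 7.82-fold and 2.16-fold higher, while COL6A1 (-1.48 and -2.09) and SNAI2 (-0.44 and -0.17) were lower. Among epithelial genes, DSG2 (1.03 and 0.59) and CGN (0.97 and 0.52) rose while DSP (-1.13 and -1.26) and CLDN4 (-0.58 and -1.13) fell. Basement membrane genes rose for NID2 (4.59 and 5.19) and FRAS1 (1.73 and 1.88) and fell for ITGA2 (-0.85 and -0.96) and LAMB1 (-0.31 and -3.32). Among differentiation genes, TGM1 (0.27 and 0.85) and KLK7 (0.26 and 0.25) rose while CRNN (-7.57 and -2.52) and ZNF750 (-5.50 and -2.23) fell. KRT8 rose by 1.36 and 1.39 and KRT7 by 1.36 and 0.99, while KRT23 (-2.71 and -1.12) and KRT20 (-0.74 and -2.43) fell. Of the actin genes, LIMCH1 (3.17 and 2.70) and WASF3 (1.26 and 2.53) rose while GSN (-0.85 and -1.13) and WIPF2 (-0.55 and -1.09) fell. Of the pluripotency-associated genes, PODXL (2.63 and 2.74) and TBX3 (2.01 and 0.99) rose while SOX2 and TFCP2L1 (-5.81 and -1.76) fell. Exons of CDH1, CDH2, TWIST1, DSG2, DSG1, NID2, LAMB1, KRT8, KRT7, KRT23, WASF3, GSN, MFAP5 and GABRP overlap those of other annotated genes, so their values are uncertain to that extent. In Clone 4, DSP lay among 50 neighbouring genes with a median of -1.05. WIPF2 and KRT23 lay among 50 with a median of -1.06. Genes of chromosome 8 beyond 47260575, with SNAI2, had a median of -0.61. Those of chromosome 16 beyond 46580554, with CDH1, had 0.50. The Clone 4 changes of these 5 genes cannot be separated from such regional shifts.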

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

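The number of genes separating the libraries labelled Clone 1 from WT, the summed reads of the copies of POU5F1, and the level of PI3 in Clone 1 were chosen as tests only after the POU5F1 result was seen. The gene lists, the rule for naming genes and the settings described with the model in the methods, apart from those stated to follow the data, were chosen before the data were examined. Each result here was singled out because its change from WT differed between the clones in a direct test of Clone 4 against the libraries labelled Clone 1.

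POU5F1 differed between the clones by -2.91 on the log2 scale, with low counts in both Clone 4 libraries and WT-like counts in both libraries labelled Clone 1. The libraries labelled Clone 1 differed from WT in 11201 genes, so they were not a second sample of the WT culture. The clones differed from each other in 12027 genes, so this count cannot tell an edited clone from an unedited one. If WT cells in the cultures supplied the POU5F1 reads, PI3 would be present at a large share of its WT level, and it stood at 0.0512% of it. With every library thinned to the smallest total the difference was -4.16, and with GC offsets it was -3.0. The thinned value comes from a random draw of the few Clone 4 reads, 20 and 19 before thinning. Its size is therefore unstable, and it shows only that the direction held at equal depth. TCF19, whose exons overlap those of POU5F1, showed 28.1% of the log2 difference, and the summed reads of POU5F1 and its copies still differed by -2.08. The 50 tested genes nearest to POU5F1 had a median of -0.50 in Clone 4, with 3.83% of 50-gene windows at or below it. These genes lie on both sides of a step in Clone 4 at 31394289, so their median cannot tell whether a segment that holds POU5F1 was lost. The same genes had a median of -0.45 in Clone 1, where POU5F1 was not lower. The edits may differ in kind, one lowering the transcript and the other leaving it in place, but the pattern cannot be told apart from a Clone 1 that carries no edit. The edited sequence was not analysed here.

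Among the genes named as shared, the difference between Clone 4 and Clone 1 was -1.08 for TGFBR3, -0.18 for ROBO1, -2.61 for PLCXD3, -1.83 for AC007743.1, 0.38 for CDK14, -3.58 for COL8A1, -0.97 for SOX2, 0.66 for SEPT5, 1.54 for TBKBP1, -0.83 for ADA, 0.40 for LYNX1 and 3.26 for CERS4. Of the genes picked for a clone difference, it was 10.72 for PI3, 6.97 for DSG1, -7.47 for GDF6 and -7.31 for PRKAR2B. For MFAP5 and SBSN it was at least 9.03 and 7.07 higher, and for GABRP it was -8.34 or lower, as log2 bounds against the floor.

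Among list members the same difference was -0.44 for DSG2, -0.46 for CGN, -0.13 for DSP, -0.56 for CLDN4, 1.00 for CDH2, -1.85 for TWIST1, -0.61 for COL6A1, 0.27 for SNAI2, 0.60 for NID2, -3.01 for LAMB1 and -0.11 for ITGA2. It was 0.58 for TGM1, 5.04 for CRNN, 3.27 for ZNF750, -0.37 for KRT7, 1.59 for KRT23, -1.68 for KRT20, -0.47 for LIMCH1, 1.27 for WASF3, -0.29 for GSN and -0.54 for WIPF2. It was 0.11 for PODXL, -1.01 for TBX3 and 4.05 for TFCP2L1. The epithelial list differed by -0.093 and the differentiation list by 1.46.

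Leaving aside the 7 genes chosen for a clone difference, 39 results were retested. With thinned libraries 37 of the 39 kept their direction and passed, with GC offsets 38, with length offsets 38, and with the 100 most abundant genes left out of the scaling 39. The abundant genes took between 18.6% and 18.9% of the counts in each library, so the last of these checks could hardly move a value and shows no stability. These results had been picked for passing the same contrast, and the checks score direction and threshold, not how much of each difference remains. Exons of 18 of the 44 genes overlap another gene and the use of strand in counting is not stated, so for these genes, except POU5F1 where TCF19 was examined, the difference cannot be told apart from reads shared with the neighbour. For the others, a difference between the lines is left as a hypothesis, and with 1 WT line and 2 clones it could come from the edit or from any other change that arose in a single founder cell.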

How the results depend on the processing

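Thinned libraries, GC and length offsets, the block combined with GC offsets, and scaling without the most abundant genes were chosen after seeing the data. RLE size factors and scaling without the 100 most abundant genes changed no direction and no call among the reported results. The pseudocount alternative concerned normalized values and was not run, and POU5F1 has no value under the stricter filter, which removes it. In the other tested fits POU5F1 stayed lower in Clone 4 and past the threshold. Mesenchymal markers kept their direction and passed in both clones in each tested alternative. So did the differentiation list in the libraries labelled Clone 1 and between clones. The sizes were less stable. Under the stricter filter mesenchymal markers stood at 0.35 in Clone 4 and 0.40 in Clone 1, reversing the order of the main fit (0.84 and 0.43). Differentiation between clones stood at 0.71 under that filter and at 1.46 in the main fit. The number of shared genes ran from 4282 (DESeq2) to 5536 (GC offsets). Scaling by library size alone put the median of all genes at 0.10 in Clone 1 against WT and at -0.10 between the clones, where TMM put it at 0.017 and -0.020, and list values are given relative to that median. The balance of calls follows the scaling and the low-count filter. Library size alone gave 6509 higher and 4810 lower genes in Clone 1 against WT, and 5158 higher and 6940 lower between clones. For both clones averaged it gave 5483 higher and 4808 lower. GC offsets gave 5458 and 6769 between clones, and length offsets 5406 and 6694. In Clone 4 against WT, GC offsets gave 4759 higher and 5769 lower, and length offsets 4709 and 5695. Without a low-count filter that contrast gave 5614 higher and 4671 lower. The cause of the changes listed here was not tested.

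With DESeq2, actin in Clone 1 (0.063) and mesenchymal markers between clones (0.29) newly passed, pluripotency in Clone 1 turned to 0.012, and one knockout group gave 3140 genes. With library size alone, basal (0.21) and actin (0.067) in Clone 1 and mesenchymal between clones (0.29) newly passed. Without a low-count filter the correlation was 0.587. There basal (0.14) and actin (0.073) in Clone 1 and actin between clones (0.19) newly passed, differentiation in Clone 4 (0.11) and epithelial between clones (-0.022) no longer did, and pluripotency in Clone 1 turned to 0.024. The stricter filter lowered the genes differing by at least 1 on the log2 scale to 948 from 2923 (Clone 1), 780 from 2496 (Clone 4), 578 from 2048 (averaged) and 1052 from 3173 (between clones). Under it actin in Clone 1 (0.14) and mesenchymal between clones (0.21) newly passed, and differentiation in Clone 4 (-0.32) and basal between clones (-0.10) reversed.

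With the replicate block, pluripotency in Clone 1 turned to 0.013, differentiation in Clone 4 (0.041) and epithelial between clones (-0.094) no longer passed, and one knockout group gave 408 genes. The replicate block with GC offsets gave 462 genes there. It also gave basal (0.27) and actin (0.087) in Clone 1 as newly passing, pluripotency in Clone 1 at 0.037 and differentiation in Clone 4 (0.039) as no longer passing. With only the groups compared in the model, the correlation was 0.540 and basal in Clone 1 (0.21) newly passed. One knockout group in place of the average of the clones gave 1874 genes in place of 10283. A separate WT library per clone gave correlations of 0.360 and 0.404.

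With fry, these lists newly passed, given by their medians: basal (0.21), other keratins (-0.39), actin (0.067) and pluripotency (-0.0077) in Clone 1, pluripotency in Clone 4 (-0.61), and mesenchymal (0.29), basal (0.072), other keratins (0.47) and actin (0.11) between clones. Against matched random lists, the same values newly passed for basal, other keratins and actin in Clone 1, pluripotency in Clone 4, and mesenchymal, other keratins and pluripotency (-0.50) between clones, and differentiation in Clone 4 (0.052) no longer did. The threshold for random lists was applied without adjustment over the list tests, unlike in camera, so some of these new passes may come from that alone. With thinned libraries, actin in Clone 1 (0.071) and mesenchymal between clones (0.28) newly passed, pluripotency in Clone 1 turned to 0.028 and differentiation in Clone 4 to -0.21. GC offsets gave basal (0.27) and actin (0.091) in Clone 1 as newly passing and pluripotency in Clone 1 at 0.036, and length offsets gave the latter at 0.013.

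Leaving out each of the 6 samples in turn gave values without tests. POU5F1 ran from -0.063 to 0.30 in Clone 1, turning negative without Clone 1 replicate 1, and from -3.08 to -2.71 between clones. The correlation ran from 0.420 to 0.603. In Clone 1, lists ran from -0.18 to -0.12 (epithelial), 0.19 to 0.24 (basal), -1.01 to -0.94 (differentiation), 0.039 to 0.082 (actin) and -0.40 to -0.0082 (pluripotency). In Clone 4 they ran from -0.15 to -0.10 (epithelial), 0.83 to 1.11 (mesenchymal), 0.35 to 0.40 (basal), -0.11 to 0.089 (differentiation, negative without WT replicate 2), 0.45 to 0.53 (other keratins), 0.10 to 0.17 (actin) and -0.61 to -0.34 (pluripotency). Between clones they ran from 0.20 to 0.37 (mesenchymal), -0.012 to 0.10 (basal, negative without Clone 4 replicate 1), 1.42 to 1.56 (differentiation), 0.44 to 0.54 (other keratins) and 0.087 to 0.12 (actin). One knockout group gave 920 to 1173 genes across the 4 fits that each left out one of its samples. In the alternative fits that did give tests, 3 results for single named genes became weaker and lost their call. The other 1005 kept their direction and their side of the threshold, which leaves open how far their size moved. Genes that a filter removed were not counted. Since the named genes were picked from these data for passing, most had little room to lose their call. The weaker ones arose with DESeq2 and without a low-count filter. The WT depth limits fold changes of genes near 3 counts there to lower bounds.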

Other observations

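The test of which line is set apart by the most genes and all tests of the chromosome 6 step were chosen only after the results were seen.

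WT was not the line furthest from the others. Genes were counted in which a line differed from both others in the same direction while the other lines did not differ from each other. They numbered 1955 for WT, 3065 for the libraries labelled Clone 1 and 2419 for Clone 4. Lines that did not differ at the threshold are not shown to be equal. With every library thinned to the smallest total the numbers were 1932, 2860 and 2099, in the same order but with a smaller gap between Clone 4 and WT, so depth accounted for part of that gap. In lines that are all equally far apart, the shared WT line alone would give a correlation of 0.5 between the clones' fold changes. The observed correlation was 0.458. A separate WT library for each clone leaves the WT line shared, and it gave 0.360 and 0.404. The side of 0.5 on which the correlation fell depended on the setting. It was 0.587 with no low-count filter, 0.540 with only the groups compared and 0.603 without WT replicate 2. Divergence between lines grown from single cells is a candidate explanation of the order of the lines. With 1 WT line the edit and such divergence cannot be separated, and shared changes such as those in SOX2 and CDH2 may reflect either a common effect of the edit or a state particular to the WT culture.

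Neighbouring genes changed together. Tested genes were placed in 339 windows of 50 neighbours. The SD of the window medians was 0.285 in Clone 1 against WT, 0.275 in Clone 4 against WT and 0.249 between the clones, while 1000 random gene orders gave at most 0.111, 0.0961 and 0.117. With GC offsets the SD was 99.9%, 99.3% and 99.4% of these. Window medians correlated between clones at 0.615. Taking the window median from each gene left the correlation of the clones at 0.450, from 0.459, so regional changes carried little of it. On chromosome 8, the best single step lay at 47260575 in both clones, with medians of -0.04 and -0.72 on either side in Clone 1 and 0.11 and -0.61 in Clone 4. On chromosome 16 in Clone 4 it lay at 46580554, from -0.01 to 0.50. Differences in chromosome copy number between the lines may underlie such steps, but DNA was not analysed here.

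On chromosome 6, Clone 4 showed a step next to the edited gene. Among 594 genes with a mean log2 CPM above 1, the best single step in Clone 4 against WT fell after 145 genes, between HLA-B and AL645933.2 at 31394289, 230 kb from POU5F1 with 2 genes between. On the short-arm side 133 of 145 genes were lower, with a median of -0.90, against 342 of 449 and -0.22 on the other side. All 4 pairs of single libraries put the step at that gene, and 500 bootstrap draws placed it between 30908242 and 31394289 in 95% of cases. Counted in gene order, 0.673% of the genes of the chromosome lay as near to the step as POU5F1, and counted in bases 1.52% did. The difference between sides was -0.67 with GC offsets and -0.64 with thinned libraries. A step as large appeared in 0 of 1000 random orders of the genes, each of which scatters any regional change. In the libraries labelled Clone 1 the same sides differed by 0.081, but the chromosome as a whole was lower than in WT, with a median of -0.49. Against Clone 1, Clone 4 had a median of -0.53 on the short-arm side and 0.31 on the other. A break of one chromosome copy at the edited gene, with a change in copy number on either side of it, is a candidate explanation in Clone 4. It would leave the larger part of the fall of POU5F1 unexplained, since the median of that side is 32.3% of the POU5F1 log2 fold change. Steps on other chromosomes, away from any edit named in the labels, show that such steps also arise without one, and the position of the guide RNA was not known here.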
